A study of Mus musculus with 24 samples. Its data were reported in "LncRNA Ctcflos orchestrates transcription and alternative splicing in thermogenic adipogenesis" (2021).

How the data were processed

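The libraries came from primary mouse adipocytes grown from the stromal vascular fraction of inguinal fat and differentiated in the presence of rosiglitazone into brite cells, that is, white fat cells that take on the heat-producing programme of brown fat. On the first day after induction the cells were transfected with 50 nM of a locked nucleic acid gapmer, an antisense oligonucleotide that directs RNase H to its target, or with a nontargeting control. The gapmer, 5′-GCTTGGGTGGAGGATT-3′, was directed at the long noncoding RNA Ctcflos (1300015D01Rik). RNA was harvested 24 h or 72 h later. Each of the 4 groups, KD 24 h, NC 24 h, KD 72 h and NC 72 h (KD for knockdown, NC for the nontargeting control), held 6 libraries, and groups and replicate numbers were taken from the sample titles.

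Per the labels and the study's methods, libraries were prepared by bulk RNA barcoding and sequencing, in which oligo-dT primers carry a sample barcode. Double-stranded cDNA of full length was tagmented, and the 3′ ends of transcripts were sequenced. The authors mapped the reads with the Genomatix suite; the version, the genome build for these libraries and any filter were not stated. The authors tested each time point with DESeq2 on transcripts of the NCBI reference sequence database. The deposited table gives RPKM, reads scaled by transcript length in kilobases and by the total of mapped reads, for 168326 transcripts in 24 libraries. It lists 88340 GenBank cDNA entries, 48232 Ensembl transcripts and 31754 RefSeq transcripts side by side. Entries of 1 gene overlap, so that a single read can enter several of them and counts of entries exceed counts of genes. The handling of strand was not stated, so overlapping and antisense genes can share reads. Every column of the table belonged to a library of the series, and 0 columns were left unused.

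The design written before the data were examined assumed read counts. The deposited values were RPKM, so the planned count test was not run, and limma was used on the log2 scale in its place. The groups, the comparisons, the gene lists and sets, the rule for named genes, the filter rule, the scaling, the threshold and most alternatives were also fixed before the data were examined. The pseudocount, the carrying of the filter to recovered reads and the handling of 2 libraries that share reads were chosen after the table was seen but before any fit.

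Within a library the RPKM of an entry rises in steps of 1 read, and the size of the step follows from the entry's length and the library's total of mapped reads. These totals and the whole read numbers were recovered from the steps. Among low values, 95.1% to 95.6% per library were whole multiples of the step. For 17933 Ensembl entries with enough nonzero values, 88.2% had the length given by GENCODE release M21. On 20000 simulated entries, the read numbers were right for 100.0% of the 15202 with enough nonzero values. Recovered totals ranged from 1391828 to 5926368 mapped reads per library, with a median of 4009992. The smallest level taken as visible, 3 reads, is worth 0.25 to 1.08 RPKM for a transcript of 2 kb. The reads carry no molecular identifiers in the table, so statements on depth cover counting error only.

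Libraries were compared pairwise before averaging. Over entries with 4 to 40 reads in the pair, the squared difference of NC 72 h replicates 2 and 3 was 0.37 of counting noise, whereas the next lowest of the 276 pairs reached 1.94. The values of this pair agree within sampling noise, so their mean was used as 1 sample, and NC 72 h counted n = 5. In NC 72 h replicate 6, 13.5% of the read numbers from 1 to 20 were odd, against 53.6% to 56.1% in the other 23 libraries. Its 5926368 steps would then be 2963184 reads. RPKM does not depend on this choice, and the library was kept.

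Entries entered a fit when they reached the equivalent of 10 reads in the median library in at least as many samples as the smaller group held, and 15 reads in total. RPKM were scaled per comparison by a trimmed mean of log ratios (30% trimmed at the ends of the log ratio and 5% at the ends of the mean level). Linear models were fitted to log2(scaled RPKM + 0.1) with lmFit and eBayes with an intensity trend in limma 3.58.1 (R 4.3.3). Adjusted p-values throughout are those of limma after Benjamini-Hochberg correction, two-sided, and an adjusted p-value under 0.05 made a call. Fold changes are on the log2(RPKM + pseudocount) scale, which understates the change of low genes. KD was compared with NC within each time point, NC 72 h with NC 24 h, and the knockdown effect at 72 h with that at 24 h by an interaction term over all groups. Ctcflos and its neighbours were in addition compared by two-sided exact permutation tests of the deposited RPKM, adjusted over 26 comparisons. Overlap between times was counted per entry. Group means of named genes are of scaled RPKM, and those of Ctcflos and its neighbours in the exact tests are of deposited RPKM.

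Lists of 5 brite marker genes, 9 transcriptional regulators and 7 adipogenesis genes were fixed beforehand from the genes the study discusses, as were sets of 78 respiratory chain and 123 splicing genes. Sets were tested with limma's camera, a competitive test, at an inter-gene correlation of 0.01 with 1 entry for each gene. As camera takes genes as units, its values were also recomputed over other splits of the libraries (32 at 24 h, 48 at 72 h and between the control groups) or over 100 draws for the interaction, and the share with as small a value was taken as the permutation p. For the comparisons of 2 groups the same splits were also run with the cluster in the model. Permutation p-values for all sets and comparisons were added after the camera values had been seen. Sets for the p53 response (20 genes), the interferon response (28 genes) and the cell cycle (30 genes) and a macrophage list (20 genes) were tested in addition. The genes named in the text are the target and its neighbours, the members of the 3 lists, the 5 largest rises and 5 largest falls per time point, and the 3 smallest p-values in each direction for the interaction and for the change over time. Largest changes were taken among calls with a mean of at least 20 reads over the samples of the comparison and no overlap between the groups, and smallest p-values among entries with at least 20 reads.

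Replicate numbers 1 to 6 are shared by the groups in the titles, and the labels do not say that they stand for the same culture. Deviations from the group means over 5498 genes were therefore correlated between groups, and each comparison was also fitted with the replicate number as a block (numbers 2 and 3 as 1 block where NC 72 h entered). The same deviations parted the libraries into 2 clusters, which were used as a second block and for contrasts within each cluster. Each such contrast compared the groups inside 1 cluster, in a model of all samples of the comparison. Error, filter and scaling thus came from both clusters. The split was found in the same data and is in no label, so the error can be too small and the calls too many.

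Alternatives were other scalings, filters, thresholds and row selections, the blocks, all samples in a single fit, and leaving out each replicate number. Pseudocounts of 0.5 and 1, RefSeq entries alone, an RPKM of at least 1 as the filter, voom on recovered reads, the cluster block and the shared-read pair as separate samples were added after the table was seen. The limma step was tested on simulated data with 8000 entries, of which 200 were changed. It called 95% of the changed entries, 90% of those changed by 2-fold, and 5% of its calls were unchanged entries. Under no change 5% of p-values were below 0.05. Among 200 random sets of 76 genes without change, 2 had a camera p-value under 0.05. The simulated entries varied independently and held no library clusters, so these checks do not cover sets of genes that vary together.

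The gapmer was matched to the GENCODE M21 transcripts (GRCm38), and gene spans were taken from the same annotation. Intron sequence was not used here. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 served for recovery, annotation and figures. Splicing was not analysed, since 3′ libraries hold little information on internal exons.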

Results

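Transcript abundance was measured by 3′ end sequencing in 24 libraries of differentiating brite adipocytes, with 6 libraries in each of the groups KD 24 h, NC 24 h, KD 72 h and NC 72 h. Depth ranged from 1391828 mapped reads in KD 24 h replicate 6 to 5926368 in NC 72 h replicate 6, at a median of 4009992. Of the 168326 transcript entries, 128222 were above 0 in at least 1 library. The 10 most abundant entries took 8.3% to 19.4% of the RPKM of a library. NC 72 h replicates 2 and 3 agree within sampling noise and were counted as 1 sample, so NC 72 h had n = 5.

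Samples were examined for structure that the groups do not explain. Deviations from the group means split the libraries into a larger cluster of 16 and a smaller cluster of 8, with 2 libraries of every group in the smaller cluster. Across 5498 genes, the mean correlation of deviations between libraries of the same cluster and different groups was 0.12, and between clusters it was -0.15. For libraries with the same replicate number it was 0.02. The clusters are balanced over the groups, and call counts and the list genes were also examined within each.

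**Figure D1:**
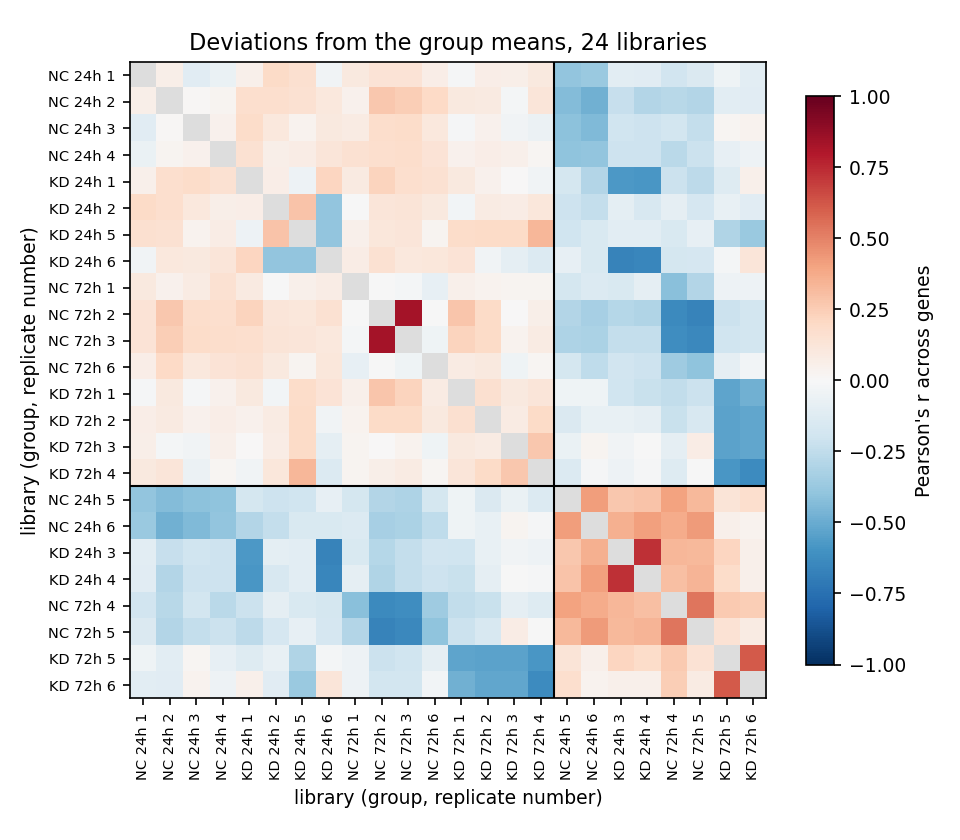
Pearson's r across genes between the deviations of 24 libraries from their group means (both axes list group and replicate number; the black lines part the larger from the smaller cluster). The 8 libraries in the lower right corner deviate together, and NC 72 h replicates 2 and 3 form a dark red pair.

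The gapmer matched 1 annotated gene over all 16 bases. Its target AATCCTCCACCCAAGC lies on chromosome 2 from 173114615 to 173114630 (GRCm38), in exon 3 of the Ctcflos transcript ENSMUST00000144256. Ctcflos is annotated as an antisense gene from 173110818 to 173133204 on the plus strand with 4 transcripts. It overlaps the protein-coding gene Ctcfl, which runs from 173093609 to 173119525 on the minus strand, by 8708 bp. Pck1 begins 19.8 kb downstream of Ctcflos, at 173153048, and ends at 173159273.

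**Figure D2:**
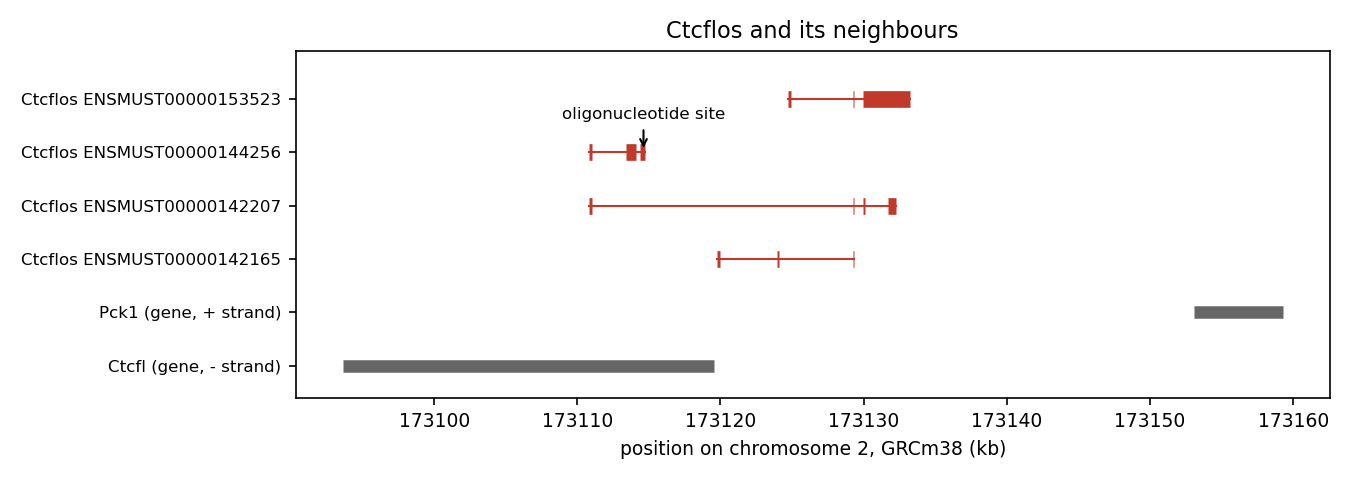
Map of chromosome 2 (GRCm38, kb) with Ctcfl and Pck1 as grey bars and the 4 annotated Ctcflos transcripts in red (thick parts are exons). The arrow marks the gapmer site from 173114615 to 173114630 in exon 3 of ENSMUST00000144256.

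The effect on the target was read first from the transcript that holds the gapmer site (ENSMUST00000144256), in deposited RPKM. At 24 h replicates 1 to 6 of KD measured 0.00, 0.96, 0.16, 0.31, 0.00 and 0.00, and those of NC 0.79, 0.45, 0.49, 0.19, 0.16 and 0.33. KD held 8 reads in sum and NC held 12, or 59.4% of the control in RPKM (two-sided exact permutation p = 0.37), so a reduction of this isoform was not detectable at this depth at 24 h. At 72 h replicates 1 to 6 of KD measured 0.00, 0.49, 0.00, 0.00, 0.00 and 0.20, and those of NC 0.83, 0.22, 0.00, 1.45, 2.2 and 2.32. The mean was 0.12 ± 0.20 RPKM (SD, n = 6) in KD and 1.38 ± 0.93 RPKM (SD, n = 5) in NC, or 8.4% of the control (3 against 40.5 reads, exact permutation p = 0.0065, adjusted 0.028 over 26 comparisons).

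Other Ctcflos isoforms, whose annotated exons lack the gapmer site, also had fewer reads in KD. For ENSMUST00000142207 the site lies in the first intron, between 173111005 and 173129227, so its unspliced RNA holds the target. From 173129227 on, the exons of this transcript lie within those of ENSMUST00000153523. Both can therefore share reads, and their falls are not independent. The RefSeq transcript of Ctcflos (NR_040321) has the 3476 bases of ENSMUST00000153523, which begins at 173124749, downstream of the site. In RPKM, replicates 1 to 6 of KD 24 h measured 0.00, 0.07, 0.12, 0.33, 0.00 and 0.62, and those of NC 24 h 1.22, 0.21, 0.95, 1.38, 0.51 and 0.18. The mean was 0.19 ± 0.24 RPKM (SD, n = 6) in KD and 0.74 ± 0.52 RPKM (SD, n = 6) in NC, or 25.5% of the control (12 against 60 reads, exact permutation p = 0.045, adjusted 0.13). It had too few reads at 24 h to enter the limma fit. At 72 h, replicates 1 to 6 of KD measured 0.00, 0.44, 0.14, 0.00, 0.52 and 0.29 RPKM, and those of NC 1.58, 1.03, 0.85, 0.89, 1.75 and 0.97 RPKM. The mean was 0.23 ± 0.22 RPKM (SD, n = 6) in KD and 1.23 ± 0.41 RPKM (SD, n = 5) in NC, or 18.8% of the control (exact permutation p = 0.0022, adjusted 0.019). In the limma fit this transcript fell by 2.49 ± 0.48 (SE) on the log2 scale at 72 h (adjusted p = 0.0022). The entry AK079954, with the 918 bases of ENSMUST00000142207, was the only Ctcflos entry that passed the correction at 24 h, at 13.4% of the control (6 against 36 reads, exact permutation p = 0.0065, adjusted 0.028), and it measured 13.2% at 72 h (exact permutation p = 0.0022, adjusted 0.019).

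Reads of Ctcflos and Ctcfl can be shared where the 2 genes overlap. Ctcfl (NM_001081387) averaged 0.7 reads per library, and a change was not detectable at this depth. Pck1 (ENSMUST00000136885) was not called at 24 h (log2 fold change -0.80 ± 0.39, SE, adjusted p = 0.16) or at 72 h (-0.48 ± 0.25, SE, adjusted p = 0.18).

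**Figure D3:**
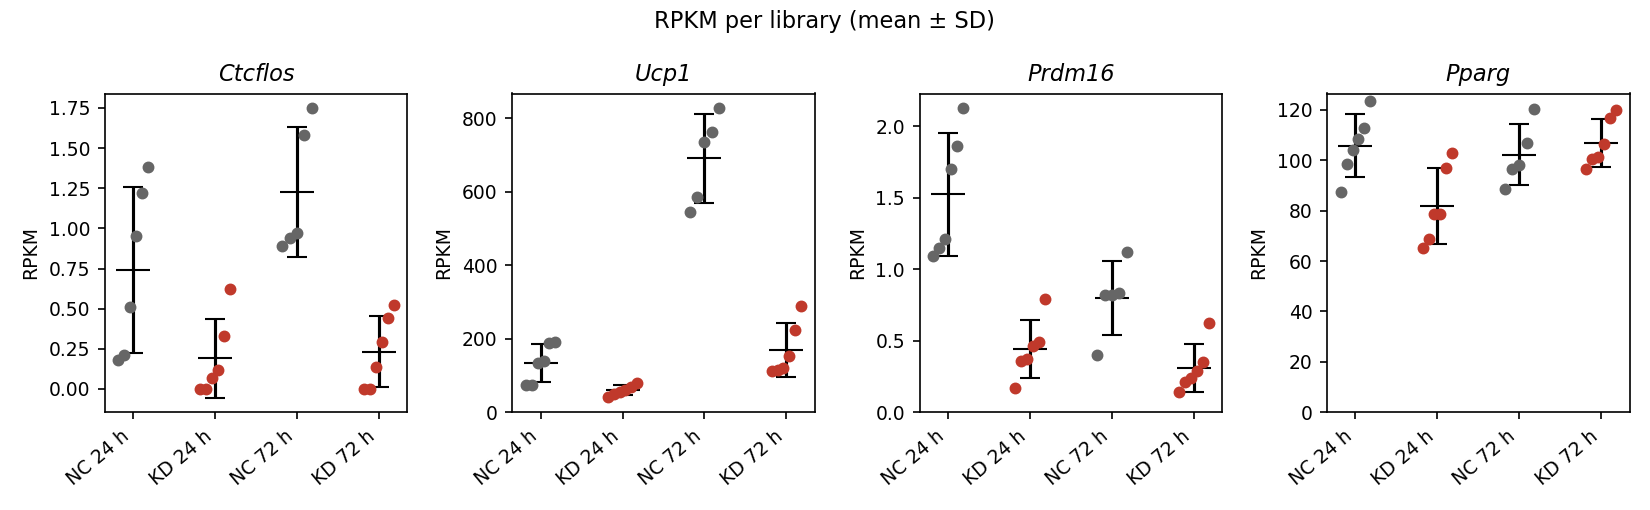
Deposited RPKM of Ctcflos, Ucp1, Prdm16 and Pparg in each library (points; NC in grey, KD in red), with the mean and SD as black bars (n = 6 per group, n = 5 for NC 72 h after averaging the pair that shares reads). For the RefSeq transcript of Ctcflos, which lacks the gapmer site, the group means were 0.74 (NC) and 0.19 (KD) at 24 h and 1.23 (NC) and 0.23 (KD) at 72 h.

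To ask which transcripts respond shortly after the knockdown, KD and NC were compared at 24 h. Of 53839 entries tested, which carried 11940 gene symbols, 11752 were called, 5709 higher and 6043 lower in KD. The calls covered 3149 symbols. With the replicate number as a block 8656 entries were called, 4064 higher and 4592 lower, while deviations of same-numbered KD and NC libraries correlated at -0.09. The choice of entries moved this count most: with 1 entry per gene 2740 genes were called. On recovered reads, voom called 12669 entries. The contrast within the larger cluster (8 libraries) called 16489 entries, with the error taken from all libraries of the comparison. That within the smaller cluster (4 libraries) called 55, with 5041 at an unadjusted p under 0.05. Across entries the log2 fold changes of the 2 clusters correlated at r = 0.50.

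The largest rises at 24 h were those of Dcaf12l1 (NM_001190718, log2 fold change 3.28 ± 0.51), Cd24a (NM_009846, 3.25 ± 0.33), Serpinb6b (ENSMUST00000110293, 3.17 ± 0.28), Ajuba (NM_010590, 3.06 ± 0.58) and Sprr1a (NM_009264, 3.05 ± 0.40), each with its SE. After scaling, as for all means given from here on, Serpinb6b measured 22.9 ± 4.00 RPKM in KD and 2.65 ± 1.08 RPKM in NC (SD, n = 6 each). The largest falls were those of Cradd (NM_009950, log2 fold change -3.39 ± 0.69), C230071H17Rik (AK084279, -3.04 ± 0.74), Park2 (NM_016694, -3.01 ± 0.47), 9330177L23Rik (AK020385, -2.91 ± 0.70) and Magi1 (NM_001029850, -2.90 ± 0.52). Adjusted p-values of these 10 genes lay between 3.3e-05 (Serpinb6b) and 0.01 (C230071H17Rik and 9330177L23Rik). Park2 spans 1223 kb of the genome, Magi1 608.5 kb, Cradd 149.4 kb and C230071H17Rik 3.0 kb.

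At 72 h the same comparison addressed the adapted state. Of 54138 entries tested (11933 symbols), 12170 were called, 5618 higher and 6552 lower, on 3439 symbols. With the replicate block 10794 were called, at a correlation of same-numbered deviations of 0.04. With 1 entry per gene, the alternative that moved the count most, 2938 genes were called. The scaling mattered at this time. On the deposited RPKM scale the median log2 fold change of all entries was 0.25 and 80.9% of the calls were higher in KD, whereas after scaling 46.2% were. Changes at 72 h are therefore relative to a shift of 0.24. Contrasts within the larger cluster (7 samples) and the smaller cluster (4 samples) gave 14240 and 6597 calls, with the error taken from all samples. The log2 fold changes of the 2 clusters correlated at r = 0.52 across entries.

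The largest rises at 72 h were those of Anxa8 (NM_013473, log2 fold change 6.19 ± 0.58), 4931413I07Rik (AK016453, 5.08 ± 0.52), Serpinb9g (NM_011455, 5.07 ± 0.42), Serpinb9e (NM_011456, 5.03 ± 0.50) and Tmem59l (NM_182991, 4.79 ± 0.44). Anxa8 measured 25.1 ± 7.85 scaled RPKM (SD, n = 6) in KD and 0.41 ± 0.48 scaled RPKM (SD, n = 5) in NC. Serpinb9g and Serpinb9e are close relatives, and shared reads could not be excluded. The largest falls were those of Lyz2 (AK153244, log2 fold change -3.94 ± 0.62), Park2 (NM_016694, -3.68 ± 0.46), Immp2l (ENSMUST00000132121, -2.95 ± 0.43), 1100001G20Rik (NM_183249, -2.88 ± 0.51) and Tmem45b (NM_144936, -2.84 ± 0.22). Adjusted p-values of these 10 genes lay between 3.4e-06 (Tmem45b) and 0.0013 (1100001G20Rik). Immp2l spans 931.5 kb, Tmem45b 38.3 kb, 1100001G20Rik 5.7 kb and Lyz2 5.0 kb.

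Of 51686 entries tested at both times, 5573 were called at both, 5560 of them in the same direction (2285 higher, 3275 lower) and 13 in opposite directions. On the deposited scale 6223 were shared in the same direction, 4235 higher and 1988 lower, so the excess of falls depends on the scaling. If the calls at the 2 times were unrelated, 1297 would share a direction. Across entries the log2 fold changes of both times correlated at r = 0.68; entries are not independent replicates. With 1 entry per gene 1364 genes were shared, the largest move among the alternatives. With the replicate block 4343 entries were shared in the same direction, while same-numbered deviations correlated at -0.09 at 24 h and 0.04 at 72 h.

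**Figure D4:**
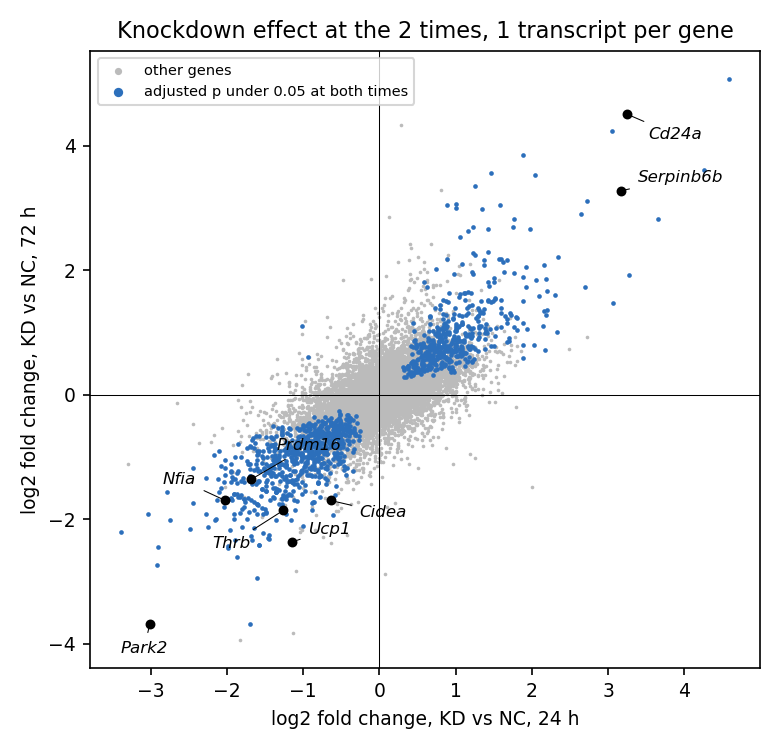
Log2 fold change of KD against NC at 24 h (x axis) and 72 h (y axis) for 10391 genes with 1 transcript each; blue points are the 1182 genes with a p-value under 0.05 at both times after adjustment over all entries (the shared count of 1364 was adjusted over 1 entry per gene). Of these, 1180 lie in the lower left or upper right quadrant, and several list members and genes with large changes are named.

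Whether the knockdown effect differed between the times was tested by the interaction. Of 59515 entries, 127 passed (81 with a higher and 46 with a lower effect at 72 h), and 7008 had an unadjusted p under 0.05. Leaving out replicate number 2 or 3 lowered this count to 10, the largest move as a ratio. With the replicate block 75 passed, and on the deposited scale 797, the largest move in number, of which 96.2% were higher, against 63.8% after scaling. Contrasts within the larger and the smaller cluster gave 1932 and 768 calls, with the error taken from all samples. Across entries the effects of the 2 clusters did not correlate (r = 0.01). The smallest p-values in the upward direction belonged to Ifi27l2b (AK007590, log2 difference 4.07 ± 0.47, adjusted p = 1.7e-04), Akr1b3 (AK028079, 2.15 ± 0.33, adjusted p = 0.0051) and Ascc2 (AK005869, 1.49 ± 0.21, adjusted p = 0.0023). In the downward direction they belonged to ND5 (ENSMUST00000082418, -0.99 ± 0.16, adjusted p = 0.0081), Rpl5 (NM_016980, -1.30 ± 0.22, adjusted p = 0.0099) and COX1 (AK165865, -0.92 ± 0.16, adjusted p = 0.0099). Rpl5 belongs to the ribosomal protein genes, whose reads can be shared with pseudogenes.

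The change over time without knockdown was taken from NC 72 h against NC 24 h. Of 53597 entries, 4808 were called, 2430 higher and 2378 lower at 72 h, on 1369 symbols, and 1142 genes were called with 1 entry per gene, the alternative that moved the count most. The replicate block gave 4052 calls, at a correlation of same-numbered deviations of 0.06. Contrasts within the larger and the smaller cluster gave 6062 and 2323 calls, with the error taken from all samples. The log2 fold changes of the 2 clusters correlated at r = 0.48 across entries. Ncam1 (NM_001081445) rose by 1.87 ± 0.13 on the log2 scale (adjusted p = 4.2e-06), Olfml3 (NM_133859) by 1.21 ± 0.09 (adjusted p = 8.9e-06) and Mmp11 (ENSMUST00000132869) by 1.75 ± 0.14 (adjusted p = 1.1e-05). Gsn (NM_001206368) fell by 1.34 ± 0.07 (adjusted p = 1.6e-07), Lpar6 (AK032901) fell by 1.29 ± 0.10 (adjusted p = 1.1e-05) and Zc3hav1 (AK036481) fell by 1.08 ± 0.09 (adjusted p = 1.3e-05).

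Expression of brite marker genes was examined because the study asks whether Ctcflos is needed for the thermogenic programme. At 24 h all 5 list members were lower in KD and 4 were called over all entries (5 when adjusted over the list alone). Ppargc1a was the exception (-0.73 ± 0.26, adjusted p = 0.058). Ucp1 fell by 1.15 ± 0.24 on the log2 scale (adjusted p = 0.0051), from 135 ± 52.3 scaled RPKM (SD, n = 6) in NC to 57.9 scaled RPKM (43.7 to 78.7, n = 6) in KD. Elovl3 fell by 1.05 ± 0.27 (adjusted p = 0.014), from 117 ± 28.8 scaled RPKM in NC to 58.8 ± 21.1 scaled RPKM in KD (SD, n = 6 each). With the replicate block 2 of the 5 were called at 24 h, and without replicate number 1 only 1 was. Within the larger and the smaller cluster, log2 fold changes at 24 h were -1.44 and -0.58 for Ucp1, -0.70 and -0.52 for Cidea, -0.58 and -0.54 for Cox7a1, -1.05 and -0.09 for Ppargc1a and -1.47 and -0.22 for Elovl3, so the falls of the last 2 rest mostly on the larger cluster. Same-numbered deviations correlated at -0.09 at 24 h and 0.04 at 72 h. At 72 h 5 of 5 were called, also with the block and over the list alone, with log2 fold changes from -2.37 to -0.68. Ucp1 fell by 2.37 ± 0.21 (adjusted p = 8.2e-06), from 762 ± 141 scaled RPKM (SD, n = 5) to 153 ± 57.5 scaled RPKM (SD, n = 6). Within the clusters its log2 fold change at 72 h was -2.85 in the larger and -1.49 in the smaller. The interaction for Ucp1 did not pass (-1.20, adjusted p = 0.15), so its effect was not shown to differ between the times. Cidea fell by 1.70 ± 0.21 (adjusted p = 8.3e-05) and Cox7a1 fell by 1.47 ± 0.20 (adjusted p = 1.9e-04) at 72 h.

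For the 9 transcriptional regulators, the question was which changed early and which late. At 24 h 9 of 9 were lower and 7 were called (8 over the list alone, 6 with the replicate block); Cebpb (adjusted p = 0.62) and Ppargc1a were not. Nfia (NM_001122953) fell by 2.02 ± 0.22 (adjusted p = 7.0e-05). Prdm16 (NM_001177995) fell by 1.68 ± 0.31 (adjusted p = 0.0026) at a mean of 27.2 reads over all 24 libraries, and Thrb (NM_001113417) fell by 1.26 ± 0.26 (adjusted p = 0.0043). Ebf1 (ENSMUST00000081265) fell by 1.37 ± 0.16 (adjusted p = 1.3e-04), from 20.7 ± 2.55 scaled RPKM in NC to 8.06 ± 1.81 scaled RPKM in KD (SD, n = 6 each). Pparg (NM_011146) fell by 0.44 ± 0.15 (adjusted p = 0.048), and the replicate block moved it to 0.054. Within the larger and the smaller cluster at 24 h, Pparg changed by -0.63 and -0.05, Nfia by -2.35 and -1.34, Prdm16 by -1.89 and -1.27, Ebf1 by -1.54 and -1.03 and Thrb by -1.49 and -0.79. In the same order at 72 h, Nfia changed by -1.41 and -2.30 and Prdm16 by -0.89 and -2.21, so these fell more in the smaller cluster. Pparg changed by -0.29 and -0.00, Ebf1 by -1.10 and -0.88 and Thrb by -1.86 and -1.85. At 72 h 8 of 9 were called, over all entries, over the list alone and with the block. Pparg was the exception (-0.18 ± 0.09, adjusted p = 0.19), and on the deposited scale its log2 fold change was 0.07. Thrb fell by 1.86 ± 0.25 (adjusted p = 2.1e-04) and Ppara (NM_011144) fell by 1.41 ± 0.25 (adjusted p = 0.0013). Interaction adjusted p-values were 0.82 for Prdm16, 0.75 for Nfia, 0.54 for Thrb and 0.44 for Ppara, so none of these 4 was shown to respond at 1 time more than at the other. Genes of similar span fell as well: the 200 genes nearest in span to Nfia (346.1 kb) had a median log2 fold change of -0.97 at 24 h, and those nearest to Prdm16 (320.7 kb) of -0.92.

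General adipogenesis genes served as the comparison for specificity. Ppara stands in this list and among the regulators, so the 2 lists are not separate. It was called at both times and had the largest fall of the adipogenesis list (-0.80 at 24 h, -1.41 at 72 h). At 24 h 6 of 7 were lower and 4 were called (5 over the list alone, 2 with the replicate block), with log2 fold changes from -0.80 to 0.28. At 72 h 7 of 7 were lower after scaling, of which Srebf1 changed by 0.09 on the deposited scale, and 5 were called, also with the block and over the list alone. Lipe (adjusted p = 0.19) and Srebf1 (adjusted p = 0.55) were not. Adipoq (ENSMUST00000023593) fell by 0.55 ± 0.15 at 24 h (adjusted p = 0.021) and fell by 0.96 ± 0.15 at 72 h (adjusted p = 6.5e-04), from 1921 ± 58.5 scaled RPKM (SD, n = 5) to 1020 ± 283 scaled RPKM (SD, n = 6); its transcripts hold a 12-base match to the gapmer. Fabp4 (NM_024406) did not pass at 24 h (-0.18 ± 0.11, adjusted p = 0.25) and fell by 0.58 ± 0.13 at 72 h (adjusted p = 0.0057). Several of these falls rest mostly on the larger cluster. Within the larger and the smaller cluster Adipoq changed by -0.76 and -0.11 at 24 h and by -1.16 and -0.53 at 72 h. At 72 h Fabp4 changed by -0.82 and -0.16, Cebpa by -0.89 and -0.00 and Pnpla2 by -0.91 and -0.26. Same-numbered deviations correlated at -0.09 at 24 h and 0.04 at 72 h.

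Respiratory chain and splicing genes were tested as sets. Camera compares a set with all other genes and takes the genes as the units, so a permutation p over other splits of the libraries is given beside it. At 24 h the 76 respiratory chain genes tested had a median log2 fold change of -0.18 and 63 were lower; camera gave 8.4e-07 (2.9e-06 with the replicate block), but the permutation p over 32 splits was 0.12. At 72 h their median was -0.43 and 74 were lower, with a camera value of 1.1e-22 (5.6e-20 with the block) and a permutation p of 0.042 over 48 splits. The median difference between the times was -0.21, with a camera value of 5.0e-15 (4.0e-14 with the block) and a permutation p of 0.05 over 100 draws. Between the control groups the median was -0.02 (permutation p = 0.73). The 120 splicing genes tested had medians of 0.33 at 24 h (93 higher, permutation p = 0.094, camera 2.0e-06, with the block 1.2e-06) and 0.22 at 72 h (85 higher, permutation p = 0.25, camera 5.2e-04, with the block 4.0e-04). Their interaction did not pass (permutation p = 0.41). Among these sets, the respiratory chain at 72 h alone had a permutation p under 0.05, and with the library cluster in the model its permutation p was 0.083. When camera estimated the inter-gene correlation from the data, its value rose to 0.085 for the respiratory chain at 24 h, to 0.054 at 72 h and to 0.12 for splicing at 72 h, while splicing at 24 h had 0.024. Correlations of same-numbered deviations were -0.09 at 24 h, 0.04 at 72 h and 0.06 between control groups.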

Values the study reported

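The study reported 1,437 differentially expressed transcripts 24 h after the knockdown, of which 780 rose and 657 fell. For 72 h it gave 692 transcripts with raised and 715 with lowered abundance.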

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

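The tests of scaling for the interaction calls and of library clusters for the respiratory chain interaction, and all splits for the set interactions, were chosen only after the result was seen.

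Of 215 groups of 5 or 6 values examined for a single library far from the others, 12 held one; by chance about 5% of groups do. Values of genes are scaled RPKM over all libraries. In each, the gap between that library and its nearest neighbour was compared with the whole range of the group. In NC 24 h, this ratio was 0.82 for Ctcfl (replicate 1, 0.43 RPKM against 0.00 to 0.08), 0.67 for Dcaf12l1 (replicate 1, 0.99 against 0.00 to 0.33), 0.86 for Serpinb9g (replicate 6, 0.69 against 0.00 to 0.10) and 0.73 for Ncam1 (replicate 5, 11.6 against 13.2 to 13.8). In NC 72 h it was 0.83 for Pck1 (replicate 5, 13.8 RPKM against 7.44 to 8.52), 0.87 for Sprr1a (the mean of replicates 2 and 3, 0.76 against 2.31 to 2.54) and 0.73 for Ascc2 (replicate 4, 21.3 against 13.8 to 15.9). In KD 24 h it was 0.64 for Serpinb9e (replicate 5, 9.70 RPKM against 0.23 to 3.61), 0.79 for Olfml3 (replicate 6, 30.8 against 58.1 to 65.4) and 0.65 for the total of mapped reads (replicate 6, 1391828). In KD 72 h it was 0.64 for Ppargc1a (replicate 6, 2.64 RPKM against 1.05 to 1.62) and 0.71 for COX1 (replicate 5, 229 against 151 to 174). The library with the fewest reads, KD 24 h replicate 6, held 2 of the 12, and libraries of the smaller cluster (8 of the 24) held 6, so neither sequencing depth nor the library clusters account for more than 0.5 of them. The number is near what chance gives, and no biological explanation was tested.

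The knockdown effect differed between 24 h and 72 h for 127 entries by the interaction term. For 100 arrangements, the residuals (values minus the fit of treatment and time, without interaction) were swapped between times within replicate number and treatment. Of these, 1, the real one, gave as many calls, and the highest other count was 2. The change over time shared by both treatments stayed in place. A difference in effect remains in the residuals, so swapping it widens the spread within groups and lowers the other counts. These counts therefore do not measure how many of the 127 calls are chance. Named genes with an adjusted p-value of the interaction under 0.05 were Ifi27l2b (1.7e-04; log2 fold change 0.28 at 24 h and 4.34 at 72 h), Ascc2 (0.0023; -0.63 and 0.85), Akr1b3 (0.0051; 0.98 and 3.12), ND5 (0.0081; -0.17 and -1.17), Rpl5 (0.0099; 0.53 and -0.78), COX1 (0.0099; -0.40 and -1.33), Anxa8 (0.033) and 1100001G20Rik (0.04). Scaling was weighed as a technical explanation: on the deposited scale 96.2% of the interaction calls were higher at 72 h, against 63.8% after scaling. These shares come from different calls (797 and 127), and the scaling shifts all entries by 0.18, so it decides which entries pass. Ifi27l2b, Ascc2, Akr1b3, ND5, Rpl5 and COX1 kept their direction under every alternative run for them, the deposited scale included, although all but Ifi27l2b rose above an adjusted p-value of 0.05 in at least 1 of them. Reads shared with related genes were not tested, and they could contribute for Rpl5 and for the Serpinb9 genes.

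The respiratory chain set also differed between the times, with a camera value of 5.0e-15. It stayed past 0.05 with the cluster in the model (2.5e-14) and on the deposited scale (1.5e-05). The median difference of the set, -0.21 after scaling, was -0.03 on the deposited scale, where that of all entries was 0.20. The set thus fell more at 72 h relative to other genes, while a larger fall of its own depends on the scaling, and camera, which compares the set with other genes, cannot settle that. Of 100 draws, the real one included, 5 gave as small a camera value, so the difference was not told apart from chance by this test. These draws swap the same residuals, so the change over time shared by both treatments does not enter the comparison.

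For the interferon response set the camera value of the interaction was 6.7e-06. Of 100 draws, 26 gave as small a value, so a difference between the times was not shown. The set fell over time in control (median -2.02, 28 of 28 lower). Only residuals are swapped, so the part of this fall shared by both treatments does not enter the draws. The draws do not exclude a difference either, and they did not take the library clusters into account.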

How the results depend on the processing

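All 15 main results and 79 values of single genes and further sets were recomputed under up to 23 alternative settings; of 288 alternative values for the main results, 234 stayed the same in direction and side of the threshold or, for counts, within 1.5 times. Pseudocounts of 0.5 and 1, RefSeq entries alone, an RPKM of at least 1, voom, the cluster block and the shared-read pair as separate samples were chosen after the table was seen. The planned DESeq2 and edgeR tests were not run because the table holds RPKM. The cause of each shift was not tested.

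In the order 24 h, 72 h, interaction and control groups over time, calls numbered 2740, 2938, 55 and 1142 with 1 entry per gene, 3674, 3562, 54 and 1411 with RefSeq entries alone, 4475, 4115, 83 and 1677 at 2-fold or more, and 4606, 6069, 48 and 2233 at an adjusted p-value under 0.01. These settings test fewer entries or ask for more, so lower counts follow by construction. The interaction also moved to 797 on the deposited scale, 75 with the replicate block, 407 with the cluster block, 206 with a pseudocount of 0.5 and 254 with a pseudocount of 1. Calls shared by both times numbered 3584 with no filter, 1364 with 1 entry per gene and 1796 with RefSeq entries alone. On the deposited scale they numbered 6223, of which 4235 were higher and 1988 lower, against 2285 and 3275 after scaling.

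Of the brite markers at 24 h, 2 were called on the deposited scale, 2 with no filter and 2 with the replicate block. Of the adipogenesis genes, 2 were called at 24 h with no filter and 2 with the replicate block, while at 72 h 2 were called on the deposited scale and 3 with no filter. With the inter-gene correlation estimated, the respiratory chain no longer passed at 24 h (-0.18, camera 0.085) or at 72 h (-0.43, camera 0.054), nor did splicing at 72 h (0.22, camera 0.12), while splicing at 24 h still did (0.33, camera 0.024).

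Across the 6 fits that each left out 1 replicate number, calls ranged from 6105 to 11639 at 24 h, from 7706 to 10588 at 72 h, from 10 to 126 for the interaction, from 3107 to 3966 over time in control and from 2697 to 4929 for shared calls. List members called at 24 h ranged from 1 to 5 (brite), 6 to 7 (regulators) and 1 to 4 (adipogenesis), and at 72 h from 5 to 5, 6 to 8 and 3 to 6. Set medians ranged from -0.2 to -0.17 (respiratory chain) and 0.29 to 0.32 (splicing) at 24 h, and from -0.5 to -0.37 and 0.17 to 0.23 at 72 h. The cell cycle set at 72 h ranged from -0.03 to 0.25.

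Of 1480 alternative values for the other 79 results, 1389 stayed the same, 75 became weaker, 12 stronger and 4 reversed. The reversed ones were Pparg (0.07) and Srebf1 (0.09) at 72 h on the deposited scale, and the cell cycle set at 72 h without replicate 1 (-0.03) and without replicate 6 (-0.03); none of the 4 passed its threshold before or after. Over its alternatives the adjusted p-value of Pparg at 72 h ranged from 0.10 to 0.64.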

Other observations

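The tests of gene span and of the regulators against it, of mRNA length and base composition for the oligonucleotide matches, of the shared reads and the even read numbers, of title numbers, macrophage, interferon and p53 genes, the splits for these sets, and the rule that a list with fewer than 16 of its 20 genes measured decides nothing were chosen only after the result was seen.

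On RefSeq entries alone, 3674 were called at 24 h (1745 higher, 1929 lower) and 3562 at 72 h (1636 higher, 1926 lower). Each is higher than the value quoted from the study above. The test, the filter and the unit differ from the study's, and which of these matters was not tested.

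Other splits of the samples show how often another grouping does as well; only splits that part as many same-numbered samples as the real one were used. They swap labels within replicate numbers, and in 6 of them per comparison only 2 samples change label, so these keep most of the real contrast and make the test strict. At 24 h 1 of the 32 splits, the real one, gave as many calls. At 72 h 1 of the 48 splits did (highest other 2523), and over time in control 1 of the 48 splits did (highest other 259). For shared calls it was 1 of 100 combinations. For the brite, regulator and adipogenesis lists it was 1 of the 32 splits each at 24 h and 1 of the 48 splits each at 72 h. For the sets the picture differed: the respiratory chain was matched by 4 of the 32 splits at 24 h and 2 of the 48 splits at 72 h, and splicing by 3 of the 32 splits and 12 of the 48 splits, real ones included. Of the other splits that matched, those with only 2 changed samples were 1 of 3 and 1 of 1 for the respiratory chain at 24 h and 72 h, and 2 of 2 and 2 of 11 for splicing. With the cluster in the model the respiratory chain was matched by 5 of the 32 splits and 4 of the 48 splits, and splicing by 2 of the 32 splits and 10 of the 48 splits. A shift of the respiratory chain at 72 h thus depends on the model. A shift of the respiratory chain at 24 h, or of splicing at either time, was thus not told apart from chance by this test, in spite of the small camera values.

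Genes that span more of the genome fell more under the knockdown. Across 10367 genes the log2 fold change at 24 h fell with annotated gene span (Spearman's correlation -0.24), and across 10559 genes at 72 h the correlation was -0.17. Of 184 genes of 300 kb or more, 111 were called lower and 2 higher at 24 h, with a median of -1.11; at 72 h 90 of 192 were called lower and 5 higher, with a median of -0.74. In genes under 10 kb the median at 24 h was 0.08. Transcript length through the RPKM unit does not account for it, since the length of an entry cancels in its fold change, apart from the pseudocount. Within cells of similar transcript length and read number the correlation was -0.28. The cell type or assay as such does not either, as the correlation was 0.01 for control libraries over time. The correlation was -0.22 in the larger and -0.24 in the smaller cluster, so the clusters do not explain it. A candidate explanation is an action of the oligonucleotide on unspliced RNA, in which long introns offer more sites; intron sequence was not searched, and loss of Ctcflos itself may act the same way. These data hold a single targeting oligonucleotide and cannot part these causes. By qPCR the study also reported lower Ucp1 with oligonucleotides of other sequence, aimed at other Ctcflos transcripts. Whether long genes fell with those is not known from these data.

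The falls of the regulators may in part follow from this pattern. Among the 200 genes nearest in span, the median percentile of the 9 regulators was 27.5 at 24 h, against 7.6 among all genes, so that at 24 h gene span remains as an explanation for much of the list. At 72 h the median percentile was 15.0. Single genes differed: at 24 h Nfia lay at 2.5, Ppara at 9.5, Prdm16 at 12, Ebf1 at 29.0 and Thrb at 33.0. Among the brite markers at 24 h, Ucp1 (8.1 kb) and Elovl3 (3.8 kb) lay at 1.5, Cox7a1 (1.9 kb) at 6.0, Cidea (24.2 kb) at 8.5 and Ppargc1a (113.5 kb) at 24.0; at 72 h these 5 lay between 0.0 and 4.5.

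Genes whose mRNA holds a match to the oligonucleotide fell more. For 30 genes with 12 or more matching bases the median log2 fold change at 24 h was -0.78 against 0.00 for other genes; 26 were lower and 15 called lower. None of 10000 random lists matched on read number was as low (p = 1.0e-04 by permutation, the smallest these lists can give). Lists matched on read number, mRNA length and span did not reach it either (1.0e-04, again the smallest possible), so length and span leave it unexplained. Among shuffled oligonucleotides of the same bases, 290 had 10 or more genes; their medians ran from -0.65 to 0.46, and the share as low was 0.0034, the smallest possible. By longest match the medians at 24 h were 0.02 (under 10 bases), -0.22 (10), -0.34 (11), -0.63 (12) and -0.93 (13 or more). At 72 h the median of 31 such genes was -0.54, and over time in control that of 30 was 0.16. A candidate explanation is direct action of the oligonucleotide on partly matching RNAs. It would concern few genes: without genes matching 10 or more bases, the correlation with span was still -0.23 at 24 h. Adipoq carries a 12-base match, so its fall may not stem from loss of Ctcflos; this was not tested gene by gene.

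Delayed differentiation was weighed for the effect at 72 h. Against the change over time in other control libraries, the knockdown effect at 72 h had a median Spearman correlation of -0.07 over 10 partings of the controls (-0.12 to 0.03), so a general delay is not supported. Of 1038 genes that changed over time in control, 68.4% were moved the other way at 72 h, but that count uses the same NC 72 h libraries on both sides and is biased towards opposite directions.

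The shift of the median at 72 h, 0.25 on the deposited scale, was 0.22 when the 20 genes with the most reads were left out of the totals, so a few abundant genes do not explain it. Whether total RNA differed is not known from these data, and no biological explanation was tested.

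NC 72 h replicates 2 and 3 differ by 0.37 of counting noise. This may mean that reads of 1 library are present in both, although the totals differ (3625157 and 3740664). In NC 72 h replicate 6 the 13.5% of odd read numbers may mean that its reads were entered 2 times.

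The library clusters follow no label. Title numbers do not explain them (mean r of same-numbered libraries 0.02). A link with depth was not shown (mean difference of 0.27 in log2 reads, exact permutation p = 0.16 over 50625 arrangements), but it was not excluded. Interferon response genes differ between the clusters (camera 1.0e-19, 28 of 28 lower in the smaller cluster, median -0.78), and 30 of 30 cell cycle genes were higher there (median 0.59); as the clusters were found from the same values, such differences are to be expected for some genes and are hypotheses. Macrophage RNA as a source cannot be judged, since only 7 of 20 genes could be tested (camera 0.21). Culture or preparation batches could produce such clusters, but no label gives one.

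The p53 response genes were higher in KD at 24 h (median 0.46, 13 of 16 higher, camera 1.5e-04; 1 of the 32 splits) and at 72 h (median 0.73, 15 of 17 higher; 1 of the 48 splits). A response to the oligonucleotide or its delivery may underlie this, as may loss of Ctcflos. Interferon response genes did not pass at 24 h (camera 0.15), but did with the cluster in the model (0.017), while 23 of the 32 splits gave as small a value without it and 11 of the 32 splits with it. At 72 h they were higher (median 0.78, 26 of 28), and camera gave 7.1e-06, or 2.5e-06 with the cluster in the model, but 16 of the 48 splits gave as small a camera value without the cluster and 14 of the 48 splits with it, so a rise was not told apart from variation between libraries. Over time in control they fell (median -2.02, 28 of 28 lower; 2 of the 48 splits). Of the macrophage genes too few were measured to judge a loss of such cells as the source of the fall of Lyz2 (camera 0.15 at 72 h, 6 of 20 genes tested); 4 of these 6 were higher in KD, with a median of 0.47, which is not the direction of a loss.

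All patterns in this part were found and tested on the same data and stand as hypotheses. The design offers no group beyond treatment and time, and no further biological explanation was tested.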
